A study of Mus musculus with 13 samples.

How the data were processed

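The series comprised 13 libraries from primary mouse neuron cultures, crosslinked after 8 days in vitro with 254 nm ultraviolet light, per the labels' protocols. CLIP (crosslinking and immunoprecipitation) recovers the RNA fragments held by one protein, here the RNA-binding protein FMRP, whose loss causes Fragile X syndrome. The input was RNA from the supernatant that remained after immunoprecipitation, per the labels' protocols, and not RNA from untouched lysate. RNA was depleted of ribosomal RNA and reverse transcribed, and the cDNA was sonicated before the library was made, per the labels' protocols. Reverse transcription used random hexamers in 1 hypothalamic CLIP library and 1 hypothalamic input. It used primers specific to Dgkk in 5 wild-type cortical CLIP libraries, 3 Fmr1 knockout (KO) cortical CLIP libraries and 3 hypothalamic inputs.

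One deposited table was analysed, a peak list that the labels tie to the hypothalamic CLIP library and its random-hexamer input. The labels name PEAKachu, a peak caller for CLIP data, and sambamba in the title of that table. They give no versions, aligner, genome build, duplicate handling or caller settings. The 2 columns of per-library values deposited by the authors are a signal, reads per peak divided by a size factor for each library. The column marked e was read as the CLIP library and the column marked c as the input, because the caller works with experiment and control libraries and the fold is e over c. The third deposited signal column is the mean of both values. The deposited fold is their linear ratio, a value of the authors, and it is infinite where the input value is 0. The 11 libraries made with Dgkk-specific primers were used by the authors for viewing read coverage only, per the labels, and no values of theirs were analysed here.

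Whole reads were recovered from the deposited signal. The smallest input value above 0 was taken as 1 input read, and its reciprocal as 1 CLIP read, since size factors taken as medians of ratios have a product of 1 for a pair of libraries. All values then came out whole, 100% of them in each library. The CLIP unit could not be read off directly, since no peak had fewer than 11 CLIP reads, and it rests on the reciprocal. The recovered size factors were 1.26 for CLIP and 0.791 for input, so a peak with 1.6 CLIP reads per input read has a fold of 1. All folds rest on this single ratio. The reads in peaks are not the depth of a library, and the total depth was not analysed here. Columns of per-sample values outside this mapping did not occur.

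Every line of the list gives the feature class as intergenic and leaves the other annotation fields blank. The list names a scaffold of the GRCm39 assembly, so positions are given as GRCm39, although no label or header states the build. The gene table at hand is of GRCm38.p6. Peaks were therefore not assigned to genes, and the planned results that need genes or sequence (peaks in Dgkk, the gene lists, feature classes, motif counts and distance to the stop codon) are not reported here. The planned rule for named items was the 10 genes with the highest deposited fold at or above the median mean level and the 5 genes with the most peaks. It was applied to peaks and to regions in place of genes. Ties at an infinite fold were ordered by CLIP reads.

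Neighbouring peaks were joined into regions where gaps were at most 10000 bases, both strands together. A region with at least 10 peaks is called dense here. The pooled fold of a region is the sum of CLIP reads over the sum of input reads in its listed peaks, divided by 1.6. Sequence between the peaks is left out. No listed peak has a fold under 2, so a pooled fold cannot fall below 2 and does not measure the whole locus. Intervals of folds are exact 95% Clopper-Pearson intervals of the CLIP share of reads, and intervals of shares are 95% Wilson intervals. Both cover counting error only, since the reads carry no molecular identifiers and each side has 1 library. The Wilson intervals treat peaks as independent, although overlapped peaks come in pairs and peaks share regions, so they can be too narrow. For single peaks named in the text, a fold against an input of 3 reads or fewer is computed with 3 input reads and called a floored fold. A floored fold is not a lower bound, since it lies above the lower limit of the two-sided exact interval. That limit is given beside it. Medians and ranges over peaks use the deposited folds. So does the figure of 2 regions, except for peaks without input reads, shown at the value computed with 3. Each peak was tested with a one-sided exact binomial test of its recovered reads, with Benjamini-Hochberg adjustment over all 3128 peaks and a threshold of 0.05. That test compares 2 libraries, not 2 conditions, and it was run on peaks that the caller had already selected. No p-value was computed across peaks or regions, which are not replicates. Instead, the share of the variance of log2 fold that lies between dense regions was set against 10000 permutations of the peaks, with 0.5 added to each read number.

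The binomial test was tested on simulated data. With 200 of 3128 simulated peaks given a fold of 4, it called 69% of them and 2 unchanged peaks. The unchanged peaks were simulated at a fold of 1, whereas no peak of the real list has a fold under 2. These rates therefore do not describe the test on the real list. Some other settings were fixed before the data were examined. They were a stricter fold threshold, a filter on mean level, pseudocounts of 1 and 10, and merging of identical lines. The exact binomial test, merging across strands, the gaps of 1000 and 50000 bases, the overlap minimum, the limits on CLIP reads, the splits by strand, the region sizes and Fisher's exact test of overlapping pairs were added afterwards. The regions, the dense class, the share overlapped on the other strand and the variance between regions were not among the planned results either. Computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.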

Results

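FMRP-bound RNA was profiled in wild-type mouse hypothalamic neurons by CLIP with random-hexamer reverse transcription, and 1 CLIP library was compared with 1 input library. The question posed by this comparison was which transcribed positions were recovered with FMRP beyond their level in the input. There were no replicates on either side. The deposited list held 3128 peaks on 22 sequences, namely the 19 autosomes, both sex chromosomes and 1 scaffold. The peaks contained 1488899 CLIP reads and 88066 input reads. A peak held a median of 34 CLIP reads, with a range from 11 to 111583, and a median of 5 input reads, with a range from 0 to 3792. Peak width had a median of 203 bases, with quartiles of 174 and 236 bases.

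The deposited fold of CLIP over input started at 2 in this list and had a median of 4.07 (95% order-statistic interval 4.0 to 4.29, n = 3128 peaks). The quartiles were 2.78 and 8.13. With 10 added to both scaled values the median fold was 2.17, the setting that moved it most. At these depths the input was thin for many peaks. The input held 3 reads or fewer in 1097 peaks and no read in 191 peaks. In the one-sided exact binomial test of the recovered reads, 2872 peaks had an adjusted p-value under 0.05. The other 256 peaks had at most 26 CLIP reads each, and their excess over the input was not detectable at this depth. Among the 720 peaks with 11 to 20 CLIP reads, 501 passed, and all 1339 peaks with more than 40 CLIP reads passed. For high read numbers this outcome was fixed in advance, since no listed peak had a fold under 2. At that fold, a peak with 48 CLIP reads and 15 input reads already passed.

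**Figure D1:**
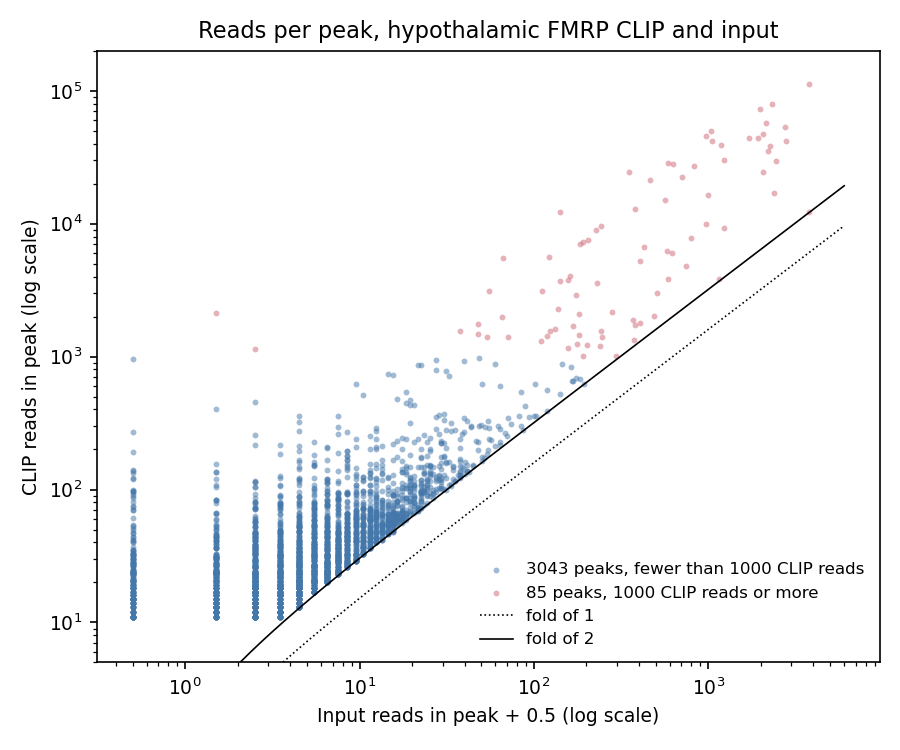
Recovered CLIP reads (vertical axis) against input reads plus 0.5 (horizontal axis) for each of the 3128 peaks, both on log scales. The lines mark folds of 1 and 2, and the 85 peaks with at least 1000 CLIP reads (red) hold 88.2% of the CLIP reads.

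The CLIP reads were concentrated in few peaks. The 10 peaks with the most CLIP reads held 40.7% of all CLIP reads in peaks and 23.5% of the input reads. The 85 peaks with at least 1000 CLIP reads held 88.2% of the CLIP reads and 72.1% of the input reads, and they fell into 42 regions. Their median fold was 10.6, against 4.06 in the other 3043 peaks. The peak with the most reads lay on chromosome 2 from 20904651 to 20904897 on the plus strand. It had 111583 CLIP reads and 3773 input reads, a fold of 18.5 (95% interval 17.9 to 19.1). The region with the most reads spanned 1803 bases of chromosome 17, from 40157202 to 40159004. It contained 7 peaks with 241463 CLIP reads and 15644 input reads, a pooled fold of 9.65 (95% interval 9.49 to 9.80). The pooled fold was 5.60 on the plus strand and 11.9 on the minus strand, both outside that interval. Without sequence or annotation, multi-copy or abundant RNA, such as remnants of ribosomal RNA, cannot be told apart from strong binding at this region. On the scaffold, 2 overlapping peaks between positions 1 and 589 held 8.49% of all CLIP reads. Outside the 85 peaks, 175082 CLIP reads and 24549 input reads remained, or 7.13 CLIP reads per input read.

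Among peaks at or above the median mean level, 29 had no input read and therefore shared the highest, infinite fold. The 10 of these with the most CLIP reads had 98 to 966 CLIP reads and floored folds of 20.4 to 201, computed with 3 input reads. The lower limits of their exact 95% intervals are smaller, 16.3 to 163. The first was the plus-strand peak on chromosome 12 from 99611340 to 99611546, with 966 CLIP reads and a floored fold of 201 (exact lower limit 163). The minus-strand peak over the same position had 873 CLIP reads and 59 input reads, a fold of 9.25. The second lay on chromosome 1 from 56821257 to 56821543 on the minus strand. It had 273 CLIP reads and a floored fold of 56.9 (exact lower limit 45.9). The third, on chromosome 16 from 35801950 to 35802037, had 193 CLIP reads within 88 bases and a floored fold of 40.2 (exact lower limit 32.4). A further 143 peaks at this level had 1 to 3 input reads, and some of them had more CLIP reads than these 3. The plus-strand peak on chromosome 1 from 167167795 to 167167988 had 2110 CLIP reads and 1 input read. Its floored fold was 440 (exact lower limit 236). The minus-strand peak on chromosome 19 from 51131108 to 51131225 had 1136 CLIP reads and 2 input reads. Its floored fold was 237 (exact lower limit 98.0). These 2 were picked after their values were seen, for having the highest exact lower limits among the 143. Among peaks at this level with more than 3 input reads, the highest fold was 55.5 (95% interval 21.5 to 205), on chromosome 2 from 5383846 to 5383955, with 355 CLIP reads and 4 input reads. The next, on chromosome 15 from 47403381 to 47403540, rested on 12289 CLIP reads and 141 input reads and had a fold of 54.5 (95% interval 46.1 to 64.8). The 2 folds differed by less than their counting error.

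Neighbouring peaks formed 1071 regions, of which 560 consisted of 1 peak. With a joining distance of 1000 bases in place of 10000 there were 1616 regions. There were 58 dense regions, with at least 10 peaks each, and they contained 1180 peaks, 37.7% of the list. They spanned from 2391 to 79039 bases. The region with the most peaks lay on chromosome 12 from 110580775 to 110633398. It had 55 peaks with 2895 CLIP reads and 505 input reads, a pooled fold of 3.58 (95% interval 3.26 to 3.95). The second, on chromosome 9 from 107973834 to 108003774, had 54 peaks with 4051 CLIP reads and 155 input reads, and its pooled fold was 16.3 (95% interval 13.9 to 19.3). The third was on chromosome 2 from 32072463 to 32124455, with 44 peaks and a pooled fold of 7.0 (95% interval 6.24 to 7.87). The fourth was on chromosome 5 from 121441581 to 121505655, with 41 peaks and a pooled fold of 7.07 (95% interval 5.95 to 8.46). The fifth was on chromosome X from 150661752 to 150716127, with 40 peaks and a pooled fold of 3.45 (95% interval 3.07 to 3.87). The chromosome 9 region thus had a higher fold than the other 4 beyond counting error. The regions on chromosomes 2 and 5 were indistinguishable from each other, as were those on chromosomes 12 and X.

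**Figure D2:**
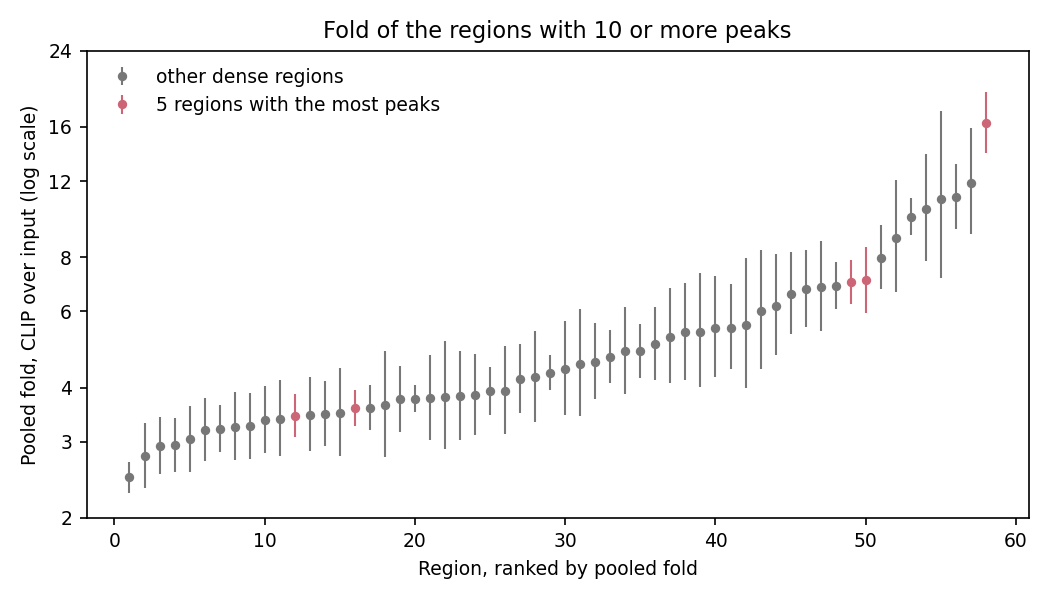
Pooled fold of CLIP over input (log scale) of the 58 dense regions, ranked from lowest to highest, with exact 95% intervals that cover counting error only. The folds run from 2.48 to 16.3, and the 5 regions with the most peaks (red) are spread over that range.

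Over the 58 dense regions the pooled fold of the listed peaks had a median of 4.37. It ranged from 2.48 (95% interval 2.28 to 2.70), in a region of 29 peaks on chromosome 19 from 8978031 to 8995712, to 16.3 in the chromosome 9 region. Region membership accounted for 35.7% of the variance of log2 fold among the 1180 peaks. Permuting the peaks among regions gave a median of 4.79% and at most 9.46% in 10000 permutations. The differences between regions were therefore larger than random assignment of the same peaks gave, although most of the variance lay within regions. Peaks within one region still varied: the finite folds of the chromosome 9 region ran from 2.13 to 85.0, and 5 of its peaks had no input read.

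**Figure D3:**
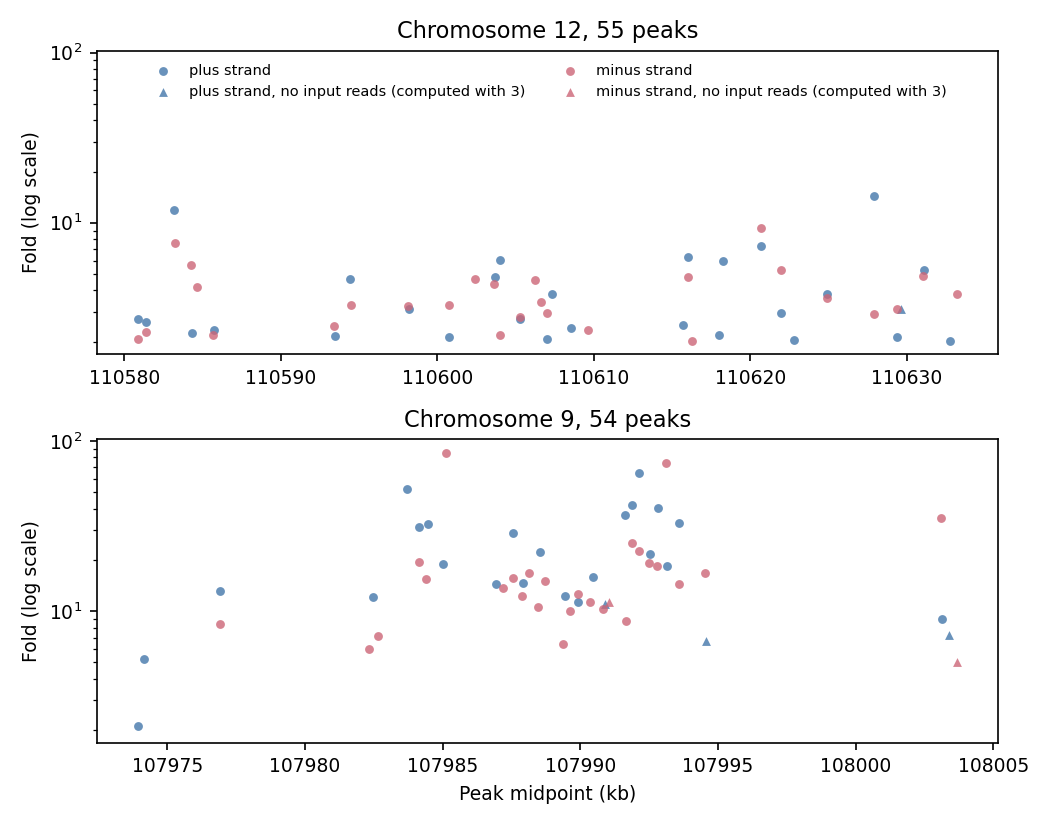
Fold (log scale) of each peak against the peak midpoint in kb (GRCm39) for the region with 55 peaks on chromosome 12 (top) and the region with 54 peaks on chromosome 9 (bottom), coloured by strand, with triangles for peaks without input reads, whose folds are computed with 3 input reads. The pooled folds are 3.58 on chromosome 12 and 16.3 on chromosome 9, and both strands carry peaks along each region.

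Peaks were called on both strands in nearly equal number, 1598 on the plus strand and 1530 on the minus strand. A peak on the opposite strand overlapped 1656 of the 3128 peaks by at least 1 base, or 52.9% (95% Wilson interval 51.2% to 54.7%). The share was 24.2% (21.2% to 27.4%) among peaks with 11 to 20 CLIP reads and 92.9% (85.4% to 96.7%) among the 85 peaks with at least 1000 CLIP reads. In the 58 dense regions the strand with fewer CLIP reads still held 21.7% or more of them, with a median of 42.4%. The strand annotated for a peak therefore did not single out one strand in any dense region, and peaks overlapping on both strands are not independent loci. Merging them left 2250 peaks.

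Chromosome 5 carried the most peaks, 351, and chromosome Y the fewest of the chromosomes, 10. Chromosome X, on which Dgkk lies, carried 94 peaks in 29 regions. Together they held 6639 CLIP reads and 707 input reads, 0.446% of the CLIP reads in peaks.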

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

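The peak count was 3128 as deposited. It was 1626 with at least 2 times the lowest fold and 1565 with a mean level at or above the list's median. Both settings keep fewer peaks by construction. The exact binomial test kept 2872 and merging across strands left 2250, both within 1.5 times the deposited count. The binomial test is no independent check here, since at a fold of at least 2 only peaks with few reads could fail it. No 2 lines shared position and strand.

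The median fold of 4.07 became 3.67 with a pseudocount of 1, 2.17 with a pseudocount of 10 and 3.98 with the filter on mean level, each outside its order-statistic interval. The median input of 5 reads is what makes the fold depend on the pseudocount. Leaving out the 85 peaks with at least 1000 CLIP reads gave 4.06, inside the interval.

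The 1071 regions became 1616 with a gap of 1000 bases and 619 under the stricter threshold. With a gap of 50000 bases there were 807, within 1.5 times.

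The share of peaks overlapped on the other strand, 52.9%, was 48.9% when 0.5 of the shorter peak had to overlap, 44.5% under the stricter threshold and 59.6% with the filter on mean level. These shares lie outside the counting interval. That interval treats peaks as independent, although overlapped peaks come in pairs, so it is too narrow to judge these shifts. The share of CLIP reads in the most-read peaks, 88.2%, was 89.6% with a limit of 500 reads and 85.8% with a limit of 2000.

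The variance of log2 fold between dense regions was 35.7%. Higher shares, from 37.2% to 41.2%, came from single strands, region sizes of at least 5 or 20 peaks and a pseudocount of 1. In each of these settings the share was above all 10000 permutations. The permuted medians differed as well, 4.79% in the main setting, 9.39% on the plus strand and 9.78% on the minus strand. The shares are therefore not directly comparable. For the 5 regions with the most peaks, 15 other values of the pooled fold were computed. Of these, 11 stayed inside the counting interval and 4 left it: 3 under the stricter threshold, which drops the lowest folds by construction, and 1 with a single strand.

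No paired analysis was possible because the comparison has 1 library on each side. The labels give both the number 1, so they form at most a single pair. For the same reason no replicate was left out in turn and no other count model was fitted. The alternatives for gene lists, feature classes, motifs and stop codons were not run, since peaks were not assigned to genes or sequence. The depth limits the low end of the list most. A peak with 11 CLIP reads and no input read has a fold of 2.29 when computed with 3 input reads. Its exact lower limit is 1.57.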

Other observations

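All tests in this part were chosen after the patterns had been seen.

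Peaks occurred on both strands at the same place, in both libraries. In the 58 dense regions the strand with fewer reads held at least 21.7% of the CLIP reads. It held at least 20.1% of the input reads, and the medians were 42.4% and 41.1%. All 58 passed a limit of 20%, but this restates the shares already seen and is not a test. A candidate explanation is that the library does not keep strand, which the sonication of cDNA before library preparation would allow. Libraries that keep strand would leave most of these regions on one strand. Counting both ends of each fragment would make the 2 strands agree more closely than independent counts do. For 223 overlapping pairs with a reciprocal overlap of at least 80% and fewer than 100 CLIP reads, the squared difference divided by the sum averaged 3.59 ± 0.324 (standard error) in CLIP and 1.46 ± 0.129 in input (218 pairs). Independent counts give 1, and both ends of one fragment would give less, which argues against counting of both ends. A library without strand would divide reads evenly, and independent counts would then give 1 too. Loss of strand alone therefore does not give the excess, and this explanation remains undecided. Among all 402 such pairs, the midpoint of the minus-strand peak lay a median of 3.75 bases to the left of the plus-strand midpoint, with quartiles of -12.5 and 4. Antisense transcription was not tested. If both strands sample the same sites, the excess over 1 in CLIP and in input makes the counting intervals of single peaks too narrow.

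The most-read peaks stood apart from the dense regions. Of the 85 peaks with at least 1000 CLIP reads, 82 lay in regions shorter than 2000 bases (96.5%, 95% Wilson interval 90.1% to 98.8%), and 0 lay in a dense region (upper limit 4.32%). Of the other 3043 peaks, 1131 lay in such short regions (37.2%), a share that includes peaks alone in their region. Restricted to regions of at least 2 peaks, the shares were 96.3% and 23.1%. Multi-copy or abundant short RNA, such as remnants of ribosomal RNA, may account for short isolated regions of this kind, but without sequence or annotation this cannot be told apart from strong binding sites. Of the 85 peaks, 58 held more than 10 CLIP reads per base of their width, and the highest value was 452 reads per base. With single-end reads reduced to 1 per position and strand this would not occur, so either duplicates remained or fragments were distinguished by both ends. The list does not decide between these.

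Fold differed between dense regions by more than random assignment of the same peaks gave: the variance share of 35.7% exceeded all 10000 permutations. No counts around one fold were simulated, so counting noise is addressed only where it falls on peaks regardless of region. Permuting only among peaks of similar CLIP read number, in 5 classes, gave at most 9.61%. The read number of the peaks therefore does not account for the difference between regions. Plus-strand peaks alone gave 37.8% against at most 18.2% in permutations, so counting the same fragments on both strands does not account for it either. One hypothesis is that fold in this list is partly a property of the whole transcribed unit and not only of the single site. Differences in FMRP binding between transcripts, in their recovery on beads and in their depletion from the supernatant used as input all remain open. No CLIP from knockout neurons enters this list, and none of these was tested.

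Narrow peaks often had no input read. Of the 30 peaks of at most 100 bases, 19 had none (63.3%, 95% Wilson interval 45.5% to 78.1%), against 172 of the 3098 wider peaks (5.55%). Random sets of wider peaks matched on CLIP reads had a median of 2 such peaks and at most 8 in 10000 sets, which argues against low CLIP read number. The input reads per base of wider peaks with similar CLIP reads per base predict 1.02 such peaks, so short width alone does not account for 19. None of the 30 lay in a dense region and 12 were alone in their region. Stacks of reads amplified from single CLIP molecules were not tested and remain open.

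At some places the input reads were divided between the strands unlike the CLIP reads. In all 878 overlapping pairs of peaks the 2 divisions were compared with a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 878. Of these, 44 pairs had an adjusted p-value under 0.05 (90 unadjusted), which argues against counting noise of independent reads as the cause of all of them. A peak with at least 1000 CLIP reads was part of 36 of the 44. The folds of the 2 strands differed by a median of 1.93 times in these 36, and by 2 times or more in 17, of which 7 overlapped reciprocally by at least 80%. Of all 44, 22 overlapped by that much; the peaks of the others cover partly different positions. Some peaks belong to more than one pair. In 6 of the 44 one strand held 3 input reads or fewer, with the lower number on the plus strand in 3 and on the minus strand in 3. On chromosome 12 the plus-strand peak from 99611340 to 99611546 had 966 CLIP reads and 0 input reads, and the minus-strand peak from 99611307 to 99611519 had 873 and 59 (adjusted p-value 9.52e-18). On chromosome 1 the plus-strand peak from 167167795 to 167167988 had 2110 CLIP reads and 1 input read, against 430 and 19 on the minus strand (1.93e-12). Also on chromosome 1, the minus-strand peak from 122284860 to 122284985 had 216 and 2, against 227 and 24 on the plus strand (0.000558). The other 3 had adjusted p-values of 0.0193 to 0.0423. The test assumes unamplified, independent reads, and the strand indices of 3.59 in CLIP and 1.46 in input show more spread than that. The pairs near the threshold may reflect this spread alone. Amplification of single molecules was not tested and remains open.

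On chromosome X, the region with the most CLIP reads, chosen after its values were seen, lay from 6690381 to 6691420. Its 6 peaks, 3 on each strand, held 2751 CLIP reads and 114 input reads, a pooled fold of 15.1 (95% interval 12.5 to 18.4). The fold was 15.5 on the plus strand and 14.4 on the minus strand. No gene was assigned to it here.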
